# Functional Characterization of Accessible Chromatin in Common Wheat

**DOI:** 10.3390/ijms25179384

**Published:** 2024-08-29

**Authors:** Dongyang Zheng, Kande Lin, Xueming Yang, Wenli Zhang, Xuejiao Cheng

**Keywords:** open chromatin, DNA methylation, footprint, MHS, wheat

## Abstract

Eukaryotic gene transcription is fine-tuned by precise spatiotemporal interactions between *cis*-regulatory elements (CREs) and *trans*-acting factors. However, how CREs individually or coordinated with epigenetic marks function in regulating homoeolog bias expression is still largely unknown in wheat. In this study, through comprehensively characterizing open chromatin coupled with DNA methylation in the seedling and spikelet of common wheat, we observed that differential chromatin openness occurred between the seedling and spikelet, which plays important roles in tissue development through regulating the expression of related genes or through the transcription factor (TF)-centered regulatory network. Moreover, we found that CHH methylation may act as a key determinant affecting the differential binding of TFs, thereby resulting in differential expression of target genes. In addition, we found that sequence variations in MNase hypersensitive sites (MHSs) result in the differential expression of key genes responsible for important agronomic traits. Thus, our study provides new insights into the roles of CREs in regulating tissue or homoeolog bias expression, and controlling important agronomic traits in common wheat. It also provides potential CREs for genetic and epigenetic manipulation toward improving desirable traits for wheat molecule breeding.

## 1. Introduction

The distinct and dynamic structural organization of chromatin harbors particularly informative regulatory information, which underpins the transcription of underlying genes during normal development and environmental stress responses [1,2,3,4]. Gene transcription is spatiotemporally fine-tuned through the direct or indirect interactions between regulatory proteins and the underlying *cis*-regulatory elements (CREs). CREs in eukaryotic genomes are usually located in open chromatin regions, exhibiting more pronounced sensitivity to enzymatic cleavage/tagmentation and mechanical shearing as well relative to the immediately flanking closed chromatin [1,5,6]. A couple of high-throughput methodologies have been applied for the global mapping of chromatin accessibility (open chromatin) in yeast, humans, and plants. They include DNase-seq (DNase hypersensitive sequencing, based on DNase I) [7,8,9], ATAC-seq (assay for transposase-accessible chromatin using sequencing, based on transposase Tn5) [10,11], FAIRE-seq (formaldehyde-assisted isolation of regulatory elements coupled with sequencing) [12], and MH-seq (MNase hypersensitive sequencing) [13,14]. Compared with DNase I and Tn5, MNase has a small molecular weight with only 17 kDa [15], which allows its access to the small open space or relatively more condensed chromatin regions [14]. Thus, MH-seq can identify open chromatin regions that not only overlap with about 90% of that identified by DNase-seq and ATAC-seq, but also some specific regions that are not accessible to DNase I and Tn5 [14]. So, MH-seq has been successfully applied to identify open chromatin in plants, including maize [16], *Arabidopsis* [14], and rice [17]. Open chromatin has been generally characterized in regulating gene expression or responses to environmental changes in several plant species, including *Arabidopsis*, several grasses species, potatoes, and others [9,11,18,19,20,21,22,23,24]. However, how CREs function in the transcription of tissue-specific or subgenome-biased expression of homoeologous gene pairs in polyploids is still understudied. 

Common wheat (*Triticum aestivum* L.) is an allohexaploid containing A, B, and D subgenomes with a huge and complex genome [25]. It is formed through an interspecies hybridization between tetraploid (AABB) and *Triticum tauschii* (DD) [26,27,28]. With the availability of genome sequencing, it becomes an excellent investigation system toward understanding crop polyploidization and subgenome organization, and unveiling genetic and epigenetic mechanisms underlying the balanced or biased expression of homoeologs. A comprehensive transcriptional atlas, using a wide range of tissues, developmental stages, and cultivars, indicates that the coordinated or biased expression of wheat homoeologs may contribute to tissue development and stress responses, and the evolution of important agronomic traits, which are mediated by alterations in local chromatin organization, and subgenome neo- or sub-functionalization during or after polyploidization in common wheat [29,30,31,32]. It has been found that epigenetic mechanisms such as DNA methylation and histone modifications as well as chromatin accessibility play vital roles in controlling similar or divergent expression of homoeologs in common wheat [19,31,33], providing evidence showing *cis*- and *trans*-regulatory divergence between subgenomes involved in the biased expression of homoeologs in polyploids [34]. However, how CREs individually or in combination with epigenetic marks function in regulating homoeolog bias expression, thereby controlling important agronomic traits in common wheat is still largely unknown. 

In this study, we performed functional characterization of open chromatin in the seedling and spikelet of common wheat using MH-seq. More importantly, we provided evidence showing that interactions between DNA methylation and CREs and sequence variations in CREs play important roles in controlling the biased expression of genes, especially for genes responsible for some of the important agronomic traits in common wheat. 

## 2. Results

### 2.1. Profiling of Open Chromatin in the Seedling and Spikelet of Common Wheat Using MH-Seq 

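MH-seq reads the short DNA fragments that a light digestion with micrococcal nuclease (MNase) releases from nuclei, so that reads pile up where the DNA was open to the enzyme. The material was cross-linked whole seedlings and booting-stage spikelets of the cultivar Chinese Spring. The paper gives the age of the seedlings as 9 days and the sample labels give 10 days. The authors deposited 1 list of peaks per tissue, each called by the MACS2 peak caller on 2 merged biological replicates, so the values below have no replicate check and no test was made between the tissues. Before peak calling, the authors trimmed the reads, mapped them with bowtie2 to version 1.0 of the IWGSC reference sequence, and removed duplicates and reads of low mapping quality. The lists place peaks on the 21 chromosomes, each cut into 2 sequence parts, and coordinates are given within these parts. Each peak has the authors' fold enrichment over the local background estimated by the peak caller, with −log10 p and q values. These values were used to describe, rank and filter the peaks of each list and to recover its read depth, and counts past a fixed fold or q are given for both lists without a test between them. The fold and the p of a peak together give the pileup of reads at its summit and its local background, and the recovered pileup was a whole number for 100% of the peaks of each list. With the peak caller's default extension of 200 bp and the genome size of 14 Gb that the methods state, the lowest background corresponded to 184.8 M reads in the seedling and 182.3 M in the spikelet. The median pileup at the summit was 26 reads in the seedling list and 31 in the spikelet list. The highest q of a peak was 0.0499 in the seedling and 0.0462 in the spikelet, and 6157 seedling peaks and 1169 spikelet peaks had a q above 0.01. All deposited peaks were kept, and each was classed by whether it overlapped a peak of the other list by at least 1 bp.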

To profile open chromatin in the seedling and spikelet, typically representing the nutritional and reproductive stage in common wheat, we generated two well-correlated biological replicates of the MH-seq data from each tissue (r = 0.95 for seedling; r = 0.93 for spikelet) (Supplementary Figure S1). We merged the two biological data sets to maximize the calling of MNase hypersensitive sites (MHSs) using Model-based Analysis of ChIP-Seq (MACS2) [35]. We identified a total of 289,446 and 277,119 MHSs in the seedling and spikelet, respectively (Figure 1A). 

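The deposited lists held 289446 MHSs in the seedling and 277119 in the spikelet. The seedling MHSs covered 118.7 Mb with a median width of 352 bp, and the spikelet MHSs covered 105.7 Mb with a median width of 336 bp. The narrowest MHS had 200 bp in both lists, the same as the assumed read extension. Widths and coverage may thus depend partly on the peak caller's settings and do not measure the open DNA itself. The median fold enrichment was 4.05 in the seedling and 4.45 in the spikelet. All 21 chromosomes had more seedling than spikelet MHSs. In both lists, chromosome 2B had the most MHSs, with 16817 in the seedling and 16218 in the spikelet, and chromosome 4D had the fewest, with 9952 and 9735. Per Mb of chromosome, the seedling MHSs ranged from 17.1 on 4B to 24.5 on 5D and the spikelet MHSs from 16.1 on 4B to 23.8 on 5D. Subgenome D had the highest density, with 22.9 seedling and 22.4 spikelet MHSs per Mb, against 19.7 and 18.7 in subgenome A and 19.7 and 18.6 in subgenome B. The largest fold of the seedling list was 34.0, in an MHS from 80874975 to 80875347 on part 1 of chromosome 1B with a pileup of 296 reads. It was followed by folds of 32.5 from 268767457 to 268767846 on part 1 of 2B and 28.8 from 83152421 to 83152785 on part 2 of 1A. The largest fold of the spikelet list was 34.6, in an MHS from 136687293 to 136687668 on part 1 of chromosome 2A with a pileup of 183 reads. It was followed by folds of 27.9 from 437386876 to 437387254 on part 1 of 2D and 27.8 from 132872980 to 132873348 on part 1 of 3B. The MHS on 2A lay 38.4 kb from the nearest seedling MHS, and the other five overlapped an MHS of the other tissue. The number of MHSs moved most with a stricter threshold. The spikelet had more MHSs than the seedling with a q of 0.001 or lower, with 267527 against 260085, and with a q of 1e-05 or lower, with 224632 against 191420.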

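By an overlap of at least 1 bp, 182399 seedling MHSs, or 63.0% (95% Wilson interval 62.8 to 63.2), overlapped a spikelet MHS, and 107047 did not. In the spikelet list, 186718 MHSs, or 67.4% (67.2 to 67.6), overlapped a seedling MHS, and 90401 did not. These intervals cover counting error only. The numbers of common MHSs differ because 5687 seedling MHSs overlapped more than 1 spikelet MHS, against 1508 spikelet MHSs that overlapped more than 1 seedling MHS. When the MHSs of the other list were placed at random on the same chromosome part in 100 placements, a mean of 1.66% of the seedling MHSs and 1.73% of the spikelet MHSs overlapped one. The observed shares were 38.0 and 38.9 times as high. Common MHSs had a higher fold than unique ones in the same list, with medians of 4.62 against 3.55 in the seedling and 4.94 against 3.84 in the spikelet. They were also wider, with medians of 406 against 278 bp and 374 against 276 bp. The common share rose from 39.4% in the lowest decile of fold to 98.0% in the highest in the seedling, and from 44.3% to 93.1% in the spikelet. The share in the seedling moved most when only seedling MHSs with a q of 1e-05 or lower were counted against all spikelet MHSs, to 79.5%. The share in the spikelet moved most when the overlap had to cover at least 50% of both MHSs, to 54.8%.

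**Figure D1:**
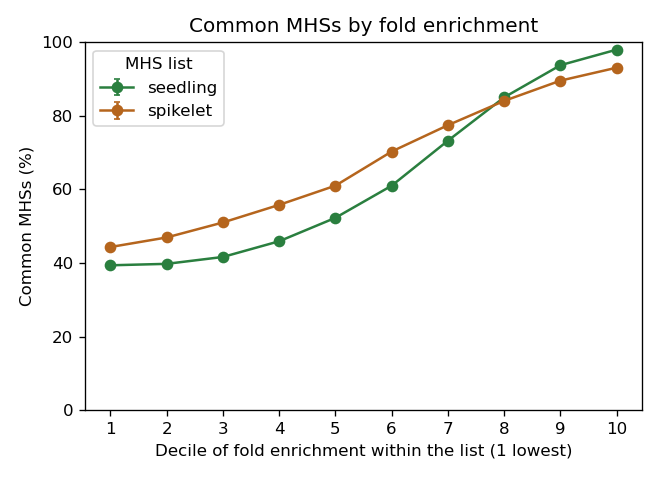
Share of common MHSs (%) in each decile of the authors' fold enrichment, ranked within the seedling list and within the spikelet list, with 95% Wilson intervals that are smaller than the points. The share rises to 98.0% in the seedling and 93.1% in the spikelet.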

The majority of MHSs (*ca.* 63% in seedling and ca. 67% in spikelet) were common between the two tissues and the remaining ones were tissue-specific (Figure 1A, Supplementary Table S1). Representative IGV snapshots illustrate the reproducibility of MHSs between biological replicates in each tissue (Figure 1B) and subtypes of MHSs between tissues (Supplementary Figure S2). As illustrated in Figure 1C, MHSs were preferentially enriched at the ends of chromosomes, and gene-rich euchromatic regions, which is similar to the previous findings in maize and wheat [19,36,37]. 

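The position of each MHS midpoint was expressed as a share of its chromosome, with the length taken from the last MHS on each of the 2 sequence parts. The outermost 10% at either end of the chromosomes, which would hold 20% of evenly placed MHSs, held 33.6% of the seedling MHSs (95% Wilson interval 33.5 to 33.8) and 33.5% of the spikelet MHSs (33.4 to 33.7). The share was above 20% on all 21 chromosomes in both lists. It was lowest on 5B, with 27.1% in the seedling and 27.2% in the spikelet, and highest on 2A, with 38.3% and 39.1%. Unique MHSs lay at the ends more often than common ones. The shares were 36.8% of the unique and 31.8% of the common MHSs in the seedling, and 37.4% and 31.6% in the spikelet. In 5% bins, the density of all MHSs was lowest between 35% and 40% of the chromosome length, with 2.44% of the seedling and 2.11% of the spikelet MHSs. The definition of the ends changed the excess over even placement, from 1.88 times in the seedling for the outermost 5% at either end to 1.40 times for the outermost 20%. Gene density was not analysed here. The paper reads this distribution from the circle plot in Figure 1C, which sets the MHSs beside the genes, and relates it to earlier work in maize and wheat.

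**Figure D2:**
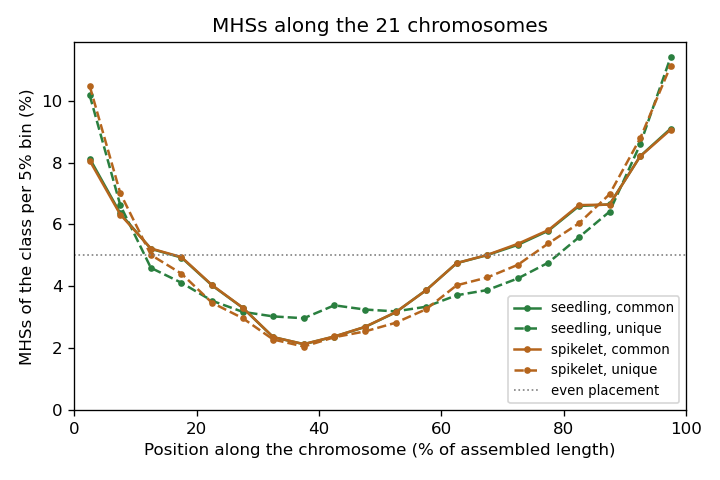
Share of the common and unique MHSs of each tissue (%) in 5% bins along the chromosomes, over all 21 chromosomes. The dotted line marks even placement. Each class is highest in the last bin and lowest between 35% and 40% of the length, and the common lines of the tissues lie on each other.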

After plotting the normalized MH-seq read counts across ± 2 kb from the transcription start sites (TSSs) to the transcription end sites (TESs) of genes, we observed that MH-seq read density in the spikelet distributed more at the upstream of the TSSs, but less from the downstream of the TSSs to the downstream of the TESs as compared to the one in the seedling (Supplementary Figure S3), reflecting differential chromatin openness between the seedling and spikelet in common wheat.

To assess the subgenomic distributions of different subtypes of MHSs, we partitioned the whole wheat genome into seven functionally annotated subgenomic domains, including promoters, exons, introns, 5′UTRs, 3′UTRs, 2 kb downstream of the TESs (downstream), and intergenic regions located at least 2 kb away from either the TSSs or the TESs of any genes. In general, the majority of MHSs in the seedling (*ca.* 85%) or spikelet (*ca.* 86%) or common MHSs (*ca.* 86%) were mainly enriched in the promoters and intergenic regions (Figure 1D). After a closer examination, we observed that the seedling MHSs distributed 2.0% more in exons and 2.9% more in intergenic regions but 4.1% less in promoters as compared to the spikelet ones. Moreover, we found that unique seedling/spikelet MHSs distributed 9.3%/1.5% more in intergenic regions, but 14.6%/4.1% less in promoters, and unique seedling MHSs exhibited 4.7% more in exons as compared to the common MHSs.

### 2.2. Biological Functions of Differential Promoter MHSs

It has been documented that tissue- or cell-type-related differential chromatin openness plays a vital role in tissue development or shaping cell identity through regulating the differential expression of related genes [1,19,38,39]. To explore the biological implications of tissue-biased open chromatin in common wheat, we first identified 48,741/22,198 seedling/spikelet-biased MHSs using MAnorm (Figure 2A). As expected, seedling- or spikelet-biased MHSs exhibited higher MHS read intensity in each subgenome (A, B, and D) than the counterpart in the spikelet or seedling (Figure 2B). We then analyzed the RNA-seq data and identified a total of 8420 upregulated and 8396 downregulated genes in the spikelet relative to the seedling. According to Gene Ontology (GO) term enrichment analyses (Supplementary Figure S4), we found that upregulated genes were enriched in GO terms related to typical processes of the reproductive stage, including floral organ/flower development/morphogenesis, reproductive shoot system/tissue/meristem development, and post-embryonic morphogenesis; by contrast, downregulated genes were enriched in GO terms associated with some fundamental biological processes in the nutritional stage, including photosynthesis and some metabolic/biosynthetic processes. Thus, differentially expressed genes (DEGs) were functionally related to the typical developmental stage in each tissue. 

To explore whether tissue-related differential chromatin openness was involved in tissue-related differential gene expression, we plotted normalized MH-seq read counts across ± 2 kb from the TSSs to the TESs of DEGs in each tissue. We observed that upregulated or downregulated genes in the spikelet exhibited higher or lower MH-seq read intensity than the corresponding genes in the seedling, indicative of a direct correlation between MH-seq read intensity and the expression levels of DEGs in each tissue (Figure 2C, *p* < 2.2 × 10^−16^, KS-test). We then compared the expression levels of genes with at least 1 bp overlapping the seedling/spikelet-biased MHSs within 2 kb upstream of the TSSs. We found that genes with seedling- or spikelet-biased MHSs were more expressed than the corresponding genes in the spikelet or seedling (Figure 2D). A similar trend was observed in each subgenome (A, B, and D) (Supplementary Figure S5). Furthermore, we observed that 85% of genes with spikelet-biased MHSs and 54% of genes with seedling-biased MHSs were significantly upregulated in the corresponding tissue (Supplementary Figure S6). These results indicated a direct correlation between differential MH-seq read intensity and differential expression of overlapping genes in each tissue. After conducting GO term enrichment analyses, we found that genes overlapping spikelet-biased MHSs were primarily enriched in GO terms related to tissue/flower/meristem development and the regulation of developmental growth; by contrast, genes overlapping seedling-biased MHSs were mainly enriched in GO terms associated with photosynthesis, response to stimuli/chemical, and defense response (Figure 2E). These results showed that differential chromatin openness plays an important role in tissue development through regulating the expression of related genes. 

As illustrated in Supplementary Figure S7, a relatively high proportion of seedling-biased MHSs overlapping transcription factors (TFs) was observed for *AP2* (14%), *bHLH* (8%), *MYB* (13%), *NAC* (9%), and *WRKY* (10%); by contrast, a relatively high proportion of spikelet-biased MHSs overlapping TFs was observed for *ABI3* (8%), *AP2* (8%), *bHLH* (9%), *MADS* (16%), *MYB* (16%), and *NAC* (8%). *ABI3* (2% vs. 8%), *AP2* (14% vs. 8%), *MADS* (4% vs. 16%), and *WRKY* (10% vs. 4%) displayed dramatic differences in the proportion of biased MHSs overlapping TFs between the seedling and spikelet (Supplementary Figure S7). Interestingly, after constructing biased MHSs overlapping the TF-centered regulatory network using GENIE3 software (https://github.com/vahuynh/GENIE3, accessed on 1 August 2023) [40], we obtained a regulatory network containing *TaAG1*, a MADS-box type TF, as the hub gene (Figure 2F), indicating that function-biased MHSs in tissue development can be mediated by the TF-centered regulatory network. It has been reported that the functional defect of *ZAG1*, the homolog of *TaAG1* in maize, results in defects in the ABCDE flowering model in maize [41], indicative of the important roles of this gene in flower development. It is a widely accepted viewpoint that subgenome A, B, or D in common wheat has dominant functions in controlling grain yield, stress resistance, and grain protein content over the other two subgenomes, respectively, reflecting functional genomic asymmetry in controlling important agronomic traits in common wheat [42]. As expected, we found that the density of MHS peaks within the major dominant QTLs in subgenome A was significantly higher than the syntenic blocks in the other two subgenomes (Figure 2G, left). For instance, the higher MHS read intensity was observed in the promoter of *TracesCS5A01G473800*, a domesticated Q gene controlling important agronomic traits in wheat [43], than its homoeologs in subgenome B (*TracesCS5B01G486900*) and D (*TracesCS5D01G486600*) (Figure 2G, right).

Taken together, all the above analyses indicate that the functions of tissue-biased MHSs in regulating important agronomic traits can be mediated by overlapping the TF-centered regulatory network; thus those MHSs can serve as potential genome editing targets for bioengineering improvement of important agronomic traits in crops. 

### 2.3. Differential TF Binding between Seedling and Spikelet

The involvement of TFs in regulating gene expression is achieved through direct or indirect binding to CREs [44]. To interrogate the distinct roles of TFs in regulating differential gene expression between the seedling and spikelet or among subgenomes in each tissue, we specifically assessed footprint (FP) levels for TFs, representing the accessibility of TFs, in each tissue or each subgenome. To ensure the accuracy of the identified FPs, which were defined by the FPsore calculated by TOBIAS [45,46,47], we determined to use the top 50% of them for further analyses. As shown in Figure 3A, the TF binding sites (TFBSs) can be clearly divided into two distinct subtypes between tissues, implying distinct roles of TFs in regulating tissue development. For instance, gene *CRF4*, which mainly functions in the cold response and the regulation of N signaling in the shoot [48,49], had a higher FPscore in the seedling than in the spikelet; by contrast, gene *AP1*, which is a floral meristem identity gene [50], had a higher FPscore in the spikelet than in the seedling, reflecting the occurrence of differential binding of each TF between the two tissues (Figure 3B). After examining gene *WFZP* that has been reported to control spikelet development in common wheat [51,52], we found that its expression levels and the MNase cleavage frequency within its core motif were significantly higher in the spikelet than in the seedling (Figure 3C and Supplementary Figure S8). 

To further investigate the tissue-related differential functions, we chose the top 50 TFs with the most significantly differential footprints for a dendrogram analysis. We found that the Dof TF family involved in the regulation of BR signaling, such as *COG1*, was abundant in both the seedling and spikelet. By contrast, the *AP2/ERF* TF family was preferentially abundant in the seedling, while the *MADS-box* TF family responsible for floral regulators such as *AP1*, *FLC*, *SOC1*, and *AGL27*, was significantly enriched in the spikelet (Supplementary Figures S9–S11). According to GO enrichment analyses, we found that the majority of them were enriched in GO terms associated with responses to stimuli and signals (Supplementary Figure S12A), and some genes were mainly involved in GO terms associated with cell growth and differentiation in the spikelet (Supplementary Figure S12B), and dephosphorylation in the seedling (Supplementary Figure S12C). Thus, these results suggest that TFs with differential footprints may be involved in regulating complex biological processes among different tissues.

We then conducted similar analyses among the triad genes. We calculated the average FPscore within the promoter regions of 1:1:1 genes. We found that the FPscore within the promoter regions of the triad genes tended to be balanced in the seedling and spikelet (Figure 3D). We obtained similar results after calculating the number of TFBSs within the promoter region of the triplet gene using TOBIAS and after downloading the number of TFBSs within the promoter region calculated by FIMO from public data [31,53] (Figure 3E, Supplementary Figure S13). After associating the FPscore with the expression levels of the corresponding genes, we found that the FPscore was positively correlated with the expression levels of the corresponding genes. Moreover, we found that triad genes had higher FPscores and gene expression levels than non-triad genes (Supplementary Figures S14–S16).

Collectively, all the above analyses indicate that differential TF binding results in distinct roles of TFs between tissues or among subgenomes in common wheat.

### 2.4. Interrelationship between CHH Methylation and TFBSs 

It is well-documented that the presence of 5mC can affect the binding of TFs, thereby indirectly influencing the expression of TF target genes [54,55,56]. It inspired us to explore the possible impacts of 5mC on TFBSs in different tissues or subgenomes of wheat. We first analyzed BS-seq data generated from the spikelet and seedling, and found that global DNA methylation levels in the seedling were significantly higher than those in the spikelet (Supplementary Figure S17), which matches well with the overall higher levels of chromatin openness in the spikelet than in the seedlings (Supplementary Figure S3). After identifying differential DNA methylation sites (DMSs) or differential DNA methylation regions (DMRs), we found that CHH methylation exhibited a high proportion (approximately 90%) in the DMRs and DMSs, while CG and CHG only accounted for less than 10% and approximately 0.4–9%, respectively (Supplementary Tables S2 and S3). In terms of each cytosine context, we found that the number of DMRs/DMSs overlapping TFBSs from the highest to the lowest order was CHH, CHG, and CG (Figure 4A). A similar trend was also observed for overlapping frequency between hyper- or hypo-DMRs/DMSs and TFBSs. Only CHH-related hyper- or hypo-DMRs exhibited significantly higher overlapping frequency with TFBSs as compared to random, and CHH-DMRs exhibited the closest distance to TFBSs (Figure 4B–D). However, the overlapping frequency of TFBSs with DMSs was lower in each cytosine context than random (Supplementary Figure S18). A similar result was observed for overlapping frequency between hyper- or hypo-DMRs of each cytosine context and the ±50 bp around overlapping TFBSs (Supplementary Figure S19). 

After comparing FPscores for TFs overlapping DMRs, we found that both CG- and CHG-related DMRs exhibited higher FPscore changes than CHH, consistent with previous results [56] (Figure 4E). According to GO term enrichment analyses, we observed that the closest genes around TFBSs overlapping DMRs in the seedling were mainly enriched in GO terms involved in the response to sorts of stimuli and tissue development (Supplementary Figure S20), implying that DNA methylation affects the footprint of TFBSs, thereby involving them in various biological processes. Given that TFs can act as the reader of DNA methylation [57], we postulate that DMR- and DMR-TFBS-associated genes may exhibit differential gene expression during tissue development. After counting the ratio of DEGs between DMR- and DMR-TFBS-associated genes, we indeed found that the proportion of DEGs associated with DMR-TFBS was significantly higher than that of DEGs associated only with DMRs (Figure 4F,H). After calculating the number of overlaps between the biased footprints and the DMRs, we observed that CHH had the highest number of overlaps with the biased footprints, which is consistent with the previous results (Supplementary Figure S21). We also found that genes associated with DMR-biased footprints always exhibited biased expression toward the biased footprint (Figure 4G, Supplementary Table S4). For example, the proportion of upregulated genes in the spikelet-biased footprints was always significantly higher than that of the downregulated genes, regardless of whether these biased footprints were overlapping the hypo- or hyper-DMRs. 

Taken together, all the above analyses indicate that CHH methylation may be the key determinant affecting the differential binding of TFs, thereby resulting in differential expression of target genes. 

## 3. Discussion

### 3.1. Involvement of CREs in Regulating Tissue-Related Differential Gene Expression and Biased Expression of Homoeologs in Common Wheat

The extent of chromatin openness is directly correlated with the expression levels of overlapping genes in multiple plant species [9,11,18,19,20,22,23,24]. Moreover, differential chromatin openness is directly correlated with differential gene expression between tissues, inducible genes, or homoeologous gene pairs [9,19,23]. Our study further provided evidence showing a direct correlation with differential chromatin openness or footprints with the differential expression of genes among subgenomes or between tissues in common wheat (Figure 2B–D, Figure 3B and Supplementary Figure S5). 

Sequence variations in CREs can fine-tune the spatiotemporal or allele-specific expression of genes [58,59] in contrast to the detrimental effects of mutations in coding regions. Therefore, subtle alterations of CREs through natural mutation or artificial manipulation contribute markedly to the formation of complex traits in humans [60] and plants [61]. For instance, improvements in rice grain appearance and quality can be achieved by modifying CRE sequences in the promoter of GRAIN WIDTH 7 (*GW7*) [62]. Thus, CREs can serve as engineering hotspots for genome editing toward desirable traits or new alleles of interest for future precision crop improvement. For example, editing of the intronic enhancers of the TRIPTYCHON and CSLA10 genes results in distinct phenotypic changes in *Arabidopsis* [63]; editing of ATAC peaks in the promoter regions of *mCLE7*, *ZmFCP1*, and *ZmCLE1E5* lead to increases in kernel row number, thereby potentially improving maize yield traits [64]. Moreover, targeted *cis*-regulatory mutations unexpectedly unveil the pleiotropic effects of the *WUSCHEL* HOMEOBOX9 *(WOX9)* gene in tomato and *Arabidopsis* [65]. 

### 3.2. Impacts of CHH Methylation on Tissue-Related Differential Gene Expression in Common Wheat

It has been reported that DNA methylation exhibits two contrasting impacts on the binding of TFs in both humans and plants [57,66]. For instance, DNA methylation dramatically affects the binding of the majority of *Arabidopsis* TFs examined in vitro [56]. Rice nuclear proteins exhibit sequence-specific and CG- and/or CHG-methylation-dependent and independent binding to the promoter of rice tungro bacilliform virus [66]. Our study showed that CHH methylation exhibited higher overlapping frequency with TFBSs, and a higher percentage of biased DEGs and footprints in both the leaf and spikelet as compared to CG and CHG methylation (Figure 4B,C,E–G), indicative of cytosine context-dependent effects on the binding of putative TFs within MHSs. Therefore, our study provided evidence showing that CHH methylation does not favor the binding of certain TFs or other trans-factors, resulting in differential footprints and differential gene expression between tissues or homoeologous gene pairs in common wheat (Figure 4H). Consistently, CHH methylation may contribute to maize inbreeding depression through reducing the binding affinity of *ZmTCP* (teosinte branched1/cycloidea/proliferating cell factor), a key regulator of plant development, to its target motifs, thereby resulting in the downregulation of overlapping genes [67]. Moreover, interactions between methylated DNA motifs and TFs/proteins reveal the multifaceted roles of DNA methylation in affecting gene expression in humans and mammals [57]. Collectively, emerging evidence indicates a conserved regulatory mechanism of CHH or DNA methylation in regulating the expression of overlapping genes in eukaryotic genomes. The exact roles of CHH methylation in regulating plant gene expression depend on the binding of TFs or regulatory proteins as activators or repressors. In addition, motifs containing CHH could be epigenetically modified through the CRISPR-deactivated Cas9 (dCas9)-based methylation editing system to obtain desirable traits for crop breeding, in which dCas9 is fused with the ten-eleven translocation (TET) family of dioxygenase enzymes (TET1) or DNA methyltransferase (DNMT1), that can change the level of demethylation or methylation of the target locus [68].

## 4. Materials and Methods

### 4.1. Plant Materials

Seeds of common wheat (*Tritium aestivum* cultivar ‘Chinese Spring’-CS) and C22 were surface-sterilized via incubation in 30% H_2_O_2_ for 10 min followed by thoroughly washing with ddH_2_O five times. The seeds were pregerminated at 22 °C for 3 days. The germinated seeds were transferred into soil (1:1:3 mixture of vermiculite/perlite/peat soil) and grown in a greenhouse under 16 h light/8 h dark conditions at 22 °C. Then, 9-day-old seedlings (above-ground parts) and spikelets at the booting stage (Feeke 10) were collected for the experiments, including RNA-seq, nuclei preparation, and genomic DNA preparation. 

### 4.2. RNA-Seq Data Analyses

Public RNA-seq data (accession no. GSE139019) were re-analyzed following the published procedures [69]. Briefly, clean data were aligned to the Chinese Spring 1.0 reference genome using HISAT2 (version 2.0.5) [70]. Then, featureCounts (version 2.0.0) [71] was used to generate gene count matrices, which were used to calculate differentially expressed genes (DEGs) using DESeq2 [72] with criteria |log2| > 1 and *P-adjust* < 0.01. Only high-confidence genes were used for downstream analyses.

### 4.3. MH-Seq Library Preparation and Data Analyses

A total of 2–3 g of 9-day-old whole seedlings or spikelets from CS were collected for cross-linking in 1% of formaldehyde fixation buffer on ice (0.4 M sucrose, 10 mM Tris-HCl, pH8.0, 1 mM EDTA, 1% Formaldehyde) under vacuum for 10 min at 23–25 °C. After adding 125 mM of glycine to quench the excessive formaldehyde, the cross-linked materials were washed three times with excessive autoclave ddH_2_O. The air-dried cross-linked leaves or spikelets were ground into a fine powder in liquid nitrogen for nuclei preparation. The purified nuclei pellet was digested in MNase digestion buffer (20 mM Tris-HCl, 4 mM MgCl_2_, 1 mM CaCl_2_, 60 mM KCl, pH 7.5) with a series of MNase (M0247, 2000 gels units/μL, NEB) such as 0 units (U), 90 U, 100 U, 700 U, and 900 U, respectively. Each enzymatic reaction was stopped by adding 16 μL 0.5 M EDTA, pH 8.0. The digested nuclei were reversely cross-linked at 65 °C overnight. MNased DNA was recovered by sequentially extracting using 1 volume of phenol, phenol/chloroform mixture, and chloroform, then followed by ethanol precipitation. Then, 40–100 bp small-sized DNA fragments were recovered by running 2% agarose gel in 1xTBE buffer for MH-seq library preparation. The MH-seq library was prepared using NEBNext^®^ Ultra™ II DNA Library Prep Kit for Illumina (E7645S; New England Biolabs, Inc, Ipswich, MA, USA)and finally sequenced using the Illumina NovaSeq platform.

MH-seq raw data were processed by using fastp to remove the adapter [73]. Only read lengths greater than 50 bp were retained. All clean reads were mapped to the International Wheat Genome Sequencing Consortium (IWGSC) reference sequence (version 1.0) using bowtie2 [74] with parameter -N 1. Duplicated reads were removed using Sambamba [75]. Reads with mapping quality equal to or greater than 20 were retained for further analyses. The MACS2 program [35] (version 2.0) with parameters “--SPMR –g 14e9 -q 0.01 --nomodel” was used for calling MHS peaks. Genome-wide annotations of MHSs were performed by using ChIPseeker [76] with default parameters except for tssRegion = c (−2000, 0). MAnorm [77] was used to identify differential MHSs using the criteria: |M value| > 1 and *p* < 0.05.

### 4.4. Identification of Differential TF Binding Sites 

Sequence bias related to micrococcal nuclease digestion was corrected by using SeqOutBias [47] with the parameters as --kmer-mask = NNNNCNNNN --read-size = 150 --pdist = 50:120. The pdist = 50:120 was used to specifically process reads with insertion sizes between 50 and 120 bp. The --exact-length parameter (--read-size = 150) was not applied to strictly limit the length of the reads as 150 bp in bam. After bias correction, we performed a genome-wide scan of the JASPAR motif database [46] using TOBIAS [45] with default parameters. We chose the top 50% of the largest <spikelet>_<seedling>_change as differential footprints (https://github.com/loosolab/TOBIAS/issues/82; accessed on 1 August 2023). 

### 4.5. Bisulfite Sequencing Data Analyses 

Bisulfite sequencing (BS-seq) data were processed as previously described [33]. Methylated cytosine sites with a coverage of 3× or more reads were used for further analyses. Differentially methylated regions (DMRs)/sites (DMSs) between two samples were identified using cgmaptools [78]. The minimum 200 bp window and the maximum 500 bp window of cgmaptools were used to identify DMRs. All significant DMRs/DMSs (*p* < 0.05) were filtered by using the following criteria: the difference in methylation levels between two samples was higher than 0.4 (40%), 0.3 (30%), and 0.1 (10%) for the CG, CHG, and CHH context, respectively. Bedtools (v2.26.0) intersect [79] was used to calculate the number of overlaps between DMRs/DMSs and transcription factor binding sites (TFBSs). 

### 4.6. Resequencing Data Analyses and Linkage Disequilibrium Calculation

Vcf files of the raw resequencing data were obtained from the Wheatomics Data Center, as well as wheat vmap1.0 [80,81]. Linkage disequilibrium (LD) block regions were calculated using LDBlockShow [82]. All genes located within the candidate SNP and LD intervals were extracted followed by annotation of SNP sites within genic and promoter regions. Those genes with nonsynonymous mutations were filtered out based on the annotation results.

### 4.7. Normalization of Read Counts

The gene body and 2 kb upstream and downstream regions of the TSSs of all genes were divided into 10 bp per window for normalization. The number of mapped MH-seq reads per sliding window was first divided by the window length (10 bp), and then by the number of all mapped reads within the genome (Mb).

## 5. Conclusions

In wheat, chromatin openness coordinated with CHH methylation affecting the TF-centered regulatory network or differential binding of TFs, thereby resulting in homoeolog bias expression in seedling and spikelet development. Moreover, variations in CREs play important roles in controlling the biased expression of key genes responsible for some important agronomic traits in common wheat.

## Figures and Tables

**Figure 1:**
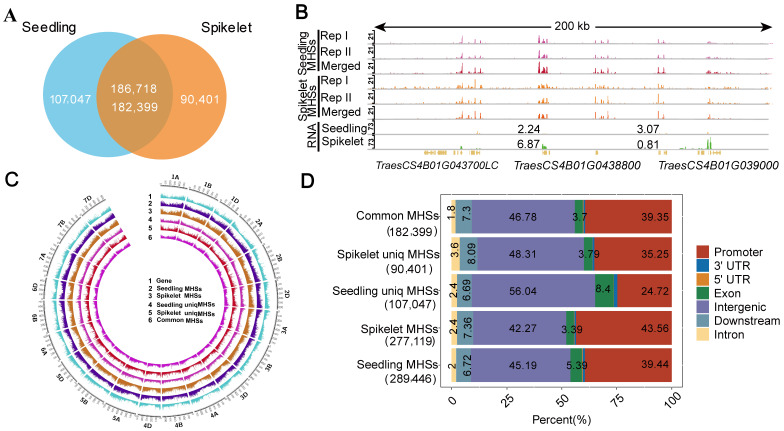
Characterization of MNase hypersensitive sites (MHSs) between the seedling and spikelet. (**A**) Venn diagram showing overlaps of MHSs between the seedling and spikelet. (**B**) A representative IGV across a 200 kb region in Chr.4B illustrating the reproducibility of MHSs between biological replicates in the seedling and spikelet. (**C**) Circle plot illustrating the distributions of subtypes of MHSs and genes in each chromosome. (**D**) Subgenomic distributions of different types of MHSs.

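Behind the Venn diagram of Figure 1A, the common share of the seedling MHSs ranged from 60.6% on chromosome 4A to 65.5% on 4D, and that of the spikelet MHSs from 65.7% on 7D to 69.4% on 4B. On chromosome 4B, the chromosome of the snapshot in Figure 1B, 7338 of 11519 seedling MHSs and 7515 of 10832 spikelet MHSs were common.

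**Figure D3:**
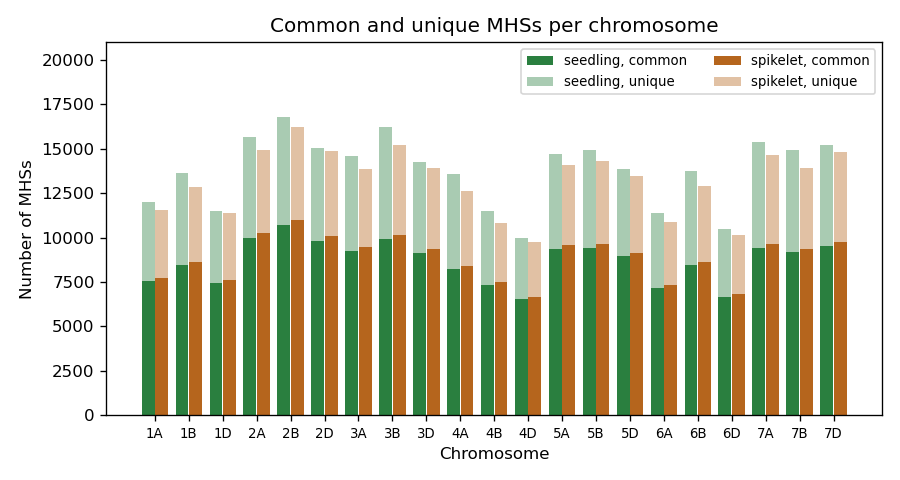
Number of common (dark) and unique (light) MHSs per chromosome, with the seedling on the left and the spikelet on the right of each pair. The bars stack to the total per chromosome, which ranges from 9952 to 16817 in the seedling and from 9735 to 16218 in the spikelet.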

**Figure 2:**
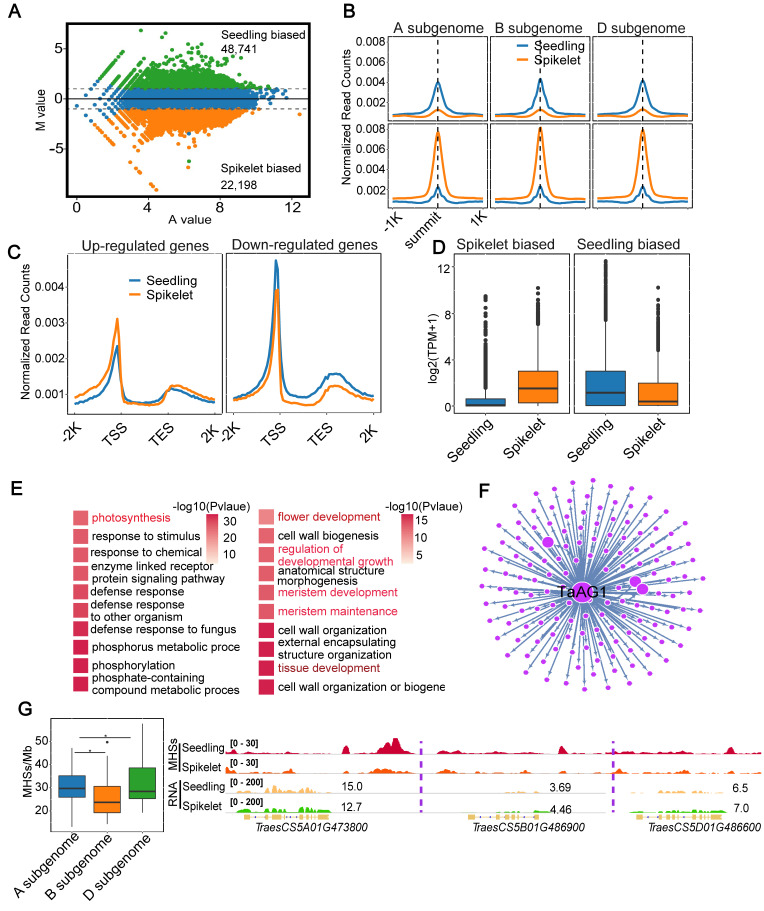
Characterization of differential MHSs and their overlapping genes between the seedling and spikelet. (**A**) MA plot showing differential MHSs in the seedling and spikelet. (**B**) Curve plot illustrating the distributions of seedling (top) and spikelet (bottom)-biased MHS read density in each subgenome. Normalized seedling (top) and spikelet (bottom)-biased MHS read counts were plotted across ±1 kb of the summit of the corresponding MHSs. (**C**) Curve plot illustrating normalized MHS read density distributed across ±2 kb from the TSSs to the TESs of upregulated and downregulated genes between the seedling and spikelet. (**D**) Comparison of expression levels of genes overlapping spikelet (left) or seedling (right)-biased MHSs. (**E**) Gene ontology (GO) enrichment analyses of genes overlapping seedling- and spikelet-biased MHSs. (**F**) GENIE3 regulatory network centered on transcription factor (TF) *TaAG1* involved in spikelet development, which was marked by spikelet-biased MHS. (**G**) The density of MHSs per Mb within major dominant QTLs controlling grain yield in subgenome A and their syntenic blocks in subgenomes B and D (left); IGV showing that the wheat domestication *Q* gene (*TracesCS5A01G473800*) had a dominant MHS and expression in subgenome A as compared to its homoeologs in subgenome B (*TracesCS5B01G486900*) and D (*TracesCS5D01G486600*) (right). Significance test was determined by Wilcoxon rank-sum test; * *p*-value < 0.05.

**Figure 3:**
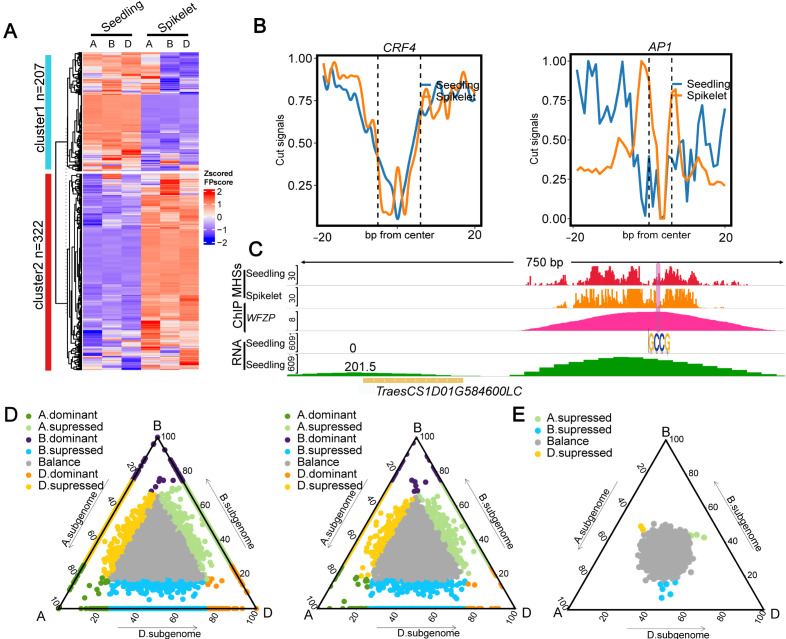
Characterization of differential footprints and their overlapping genes between the seedling and spikelet. (**A**) Heat map showing footprint (FP) scores in the spikelet and seedling; FPscores in each subgenome were plotted and clustered. (**B**) Normalized MHS read counts of seedling-biased TF CRF4 (left) and spikelet-biased TF AP1 (right). (**C**) IGV showing preferentially binding of TF WZFP in the spikelet. (**D**) TOBIAS-calculated FPscore of triad genes in the seedling and spikelet. (**E**) Number of TFBSs in the triad genes calculated by FIMO.

**Figure 4:**
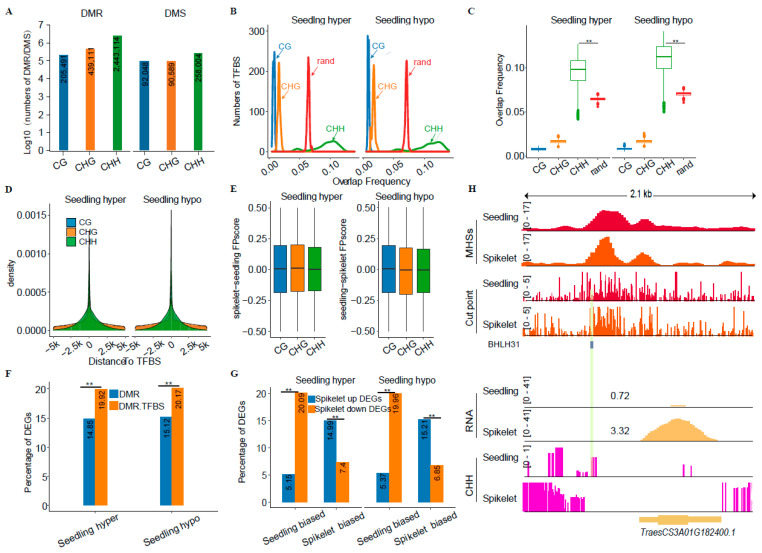
Effects of DNA methylation on TF binding. (**A**) Statistics of TF binding sites (TFBSs) overlapping DNA methylation. (**B**,**C**) Statistics of overlapping frequency between DNA methylation of each cytosine context and TFBSs; DNA methylation region overlapping frequency (**B**); Boxplot showing DNA methylation frequency (**C**); (**D**) Distance from methylated cytosines to TFBSs. (**E**) Boxplot showing the influence of DNA methylation on footprint change. (**F**) Proportion of differentially regulated genes in differential DNA methylation region (DMR)- and DMR-TFBS-associated genes. (**G**) Percentage of biased FP and DMR-related differentially expressed genes (DEGs). (**H**) An IGV across 2.1 kb in Chr. 3A illustrating the influence of the CHH methylation region on bHLH binding sites. Significance test in (**C**) was determined by Wilcoxon rank-sum test; ** *p*-value < 0.01. Significance tests in (**F**) and (**G**) were determined by Fisher’s test; ** *p*-value < 0.01.

## Data Availability

MH-seq data used in this study have been deposited in the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/; accessed on 10 August 2023) under accession number GSE186694.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25179384/s1.

# Supplementary material for: Functional Characterization of Accessible Chromatin in Common Wheat
**Source:** Int J Mol Sci. 2024 Aug 29;25(17):9384. doi: 10.3390/ijms25179384
**Supplement:** Supplementary file 1

**Functional characterization of accessible chromatin in common wheat**

Dongyang Zheng <sup>1,†</sup>, Kande Lin <sup>1,†</sup>, Xueming Yang <sup>2</sup>, Wenli Zhang <sup>1,\*</sup> and Xuejiao Cheng <sup>1,\*</sup>

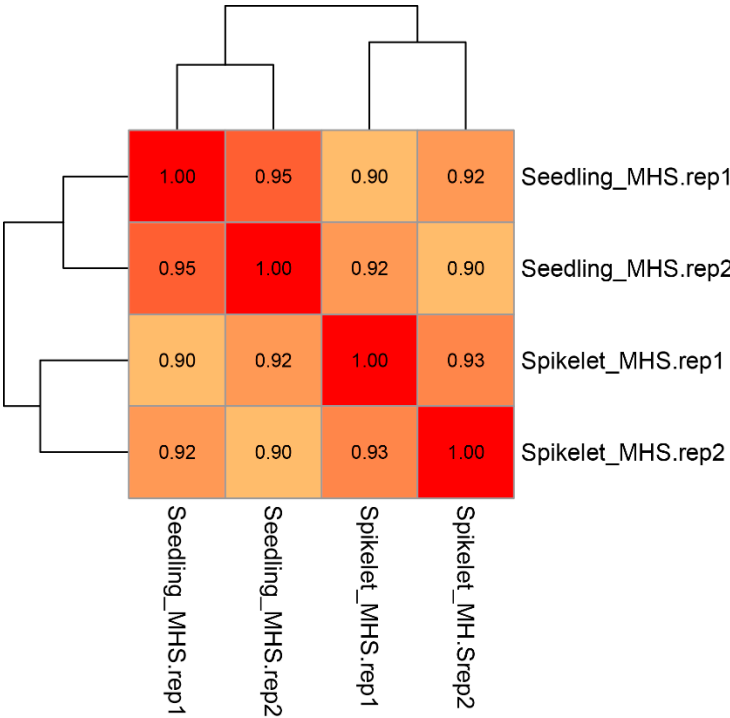

**Figure S1.** Correlation analyses of biologically replicated (MNase hypersensitive sequencing) MH-seq data sets generated from seedling and spikelet, respectively.

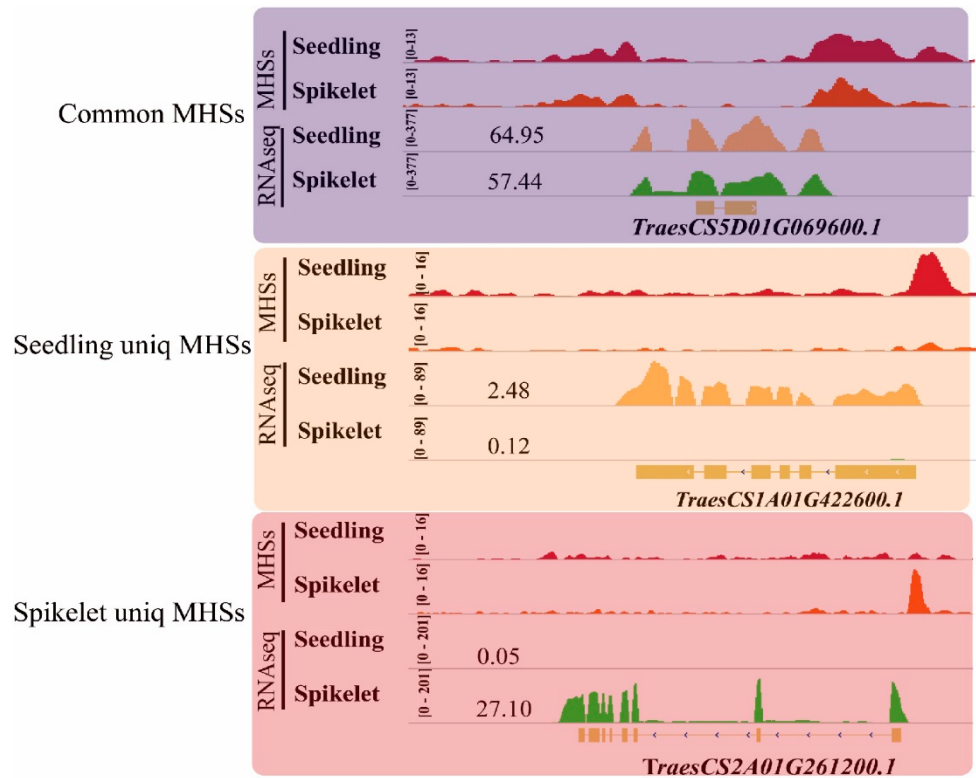

**Figure S2.** IGV snapshot illustrating subtypes of MNase hypersensitive sites (MHSs) between seedling and spikelet, i.e. common MHSs, seedling and spikelet unique MHSs.

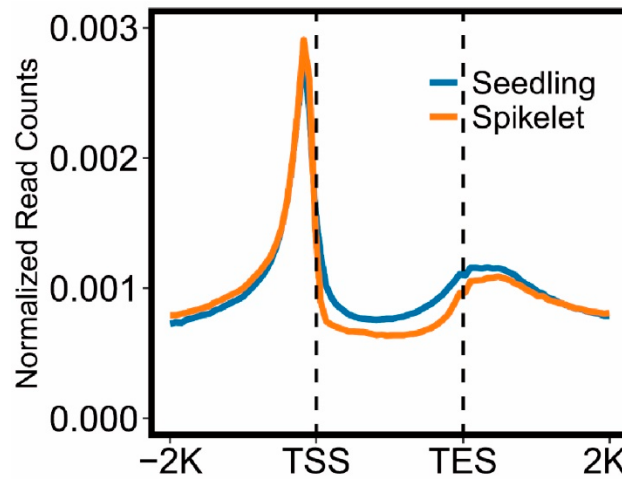

**Figure S3.** Comparison of normalized MHS read density between seedling and spikelet. Normalized MH-seq read counts were plotted across  $\pm 2$  kb from the transcription start sites (TSSs) to the transcription end sites (TESs) of genes in each tissue.

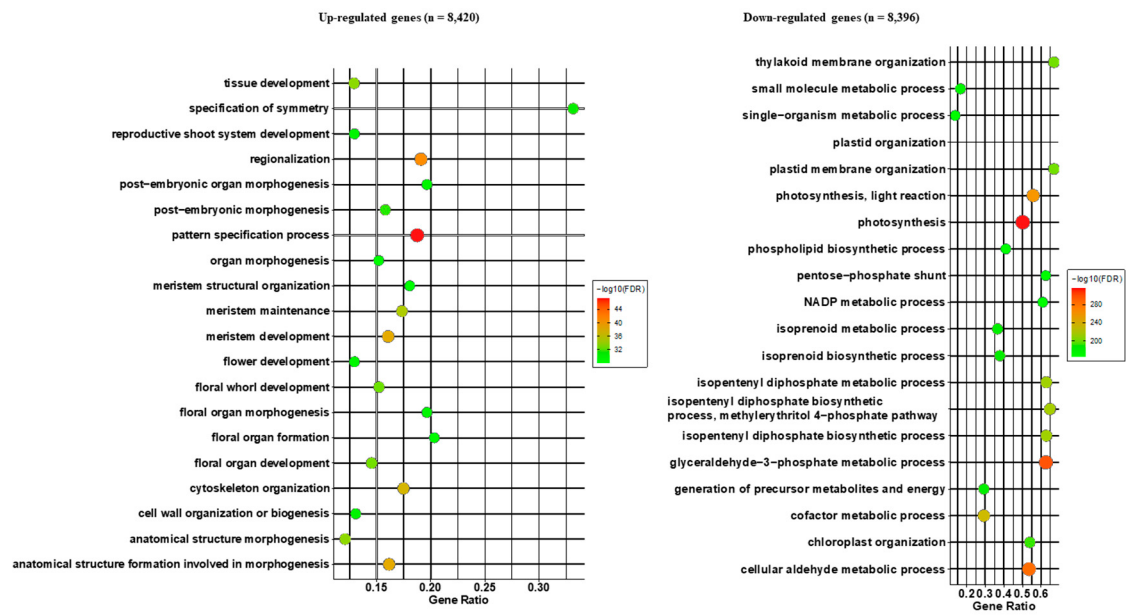

**Figure S4.** Gene Ontology (GO) enrichment analyses of differentially expressed genes (DEGs).

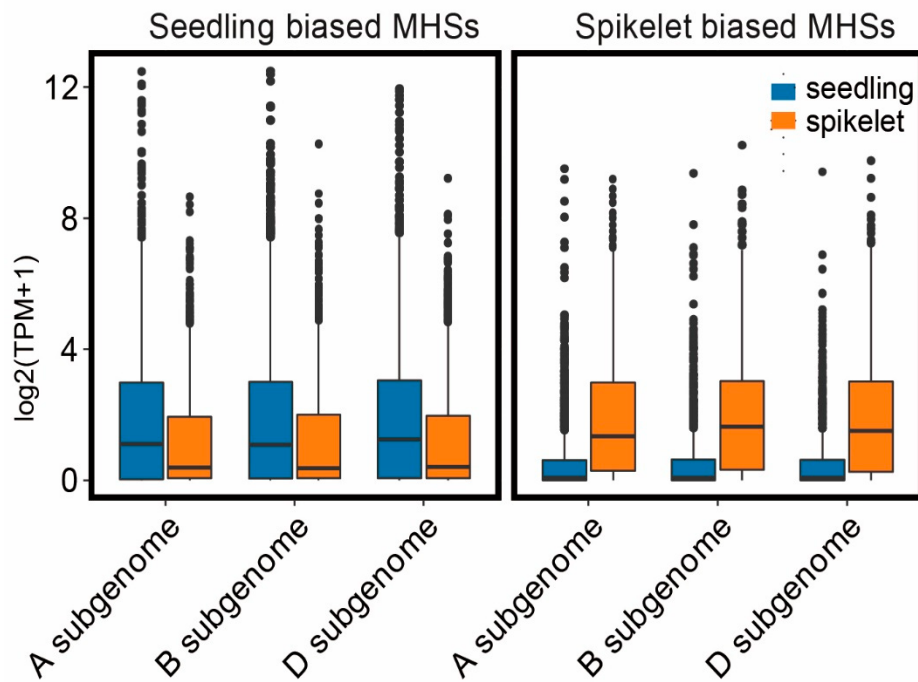

**Figure S5.** Comparison of expression levels of genes associated with tissue biased MHSs in each subgenome.

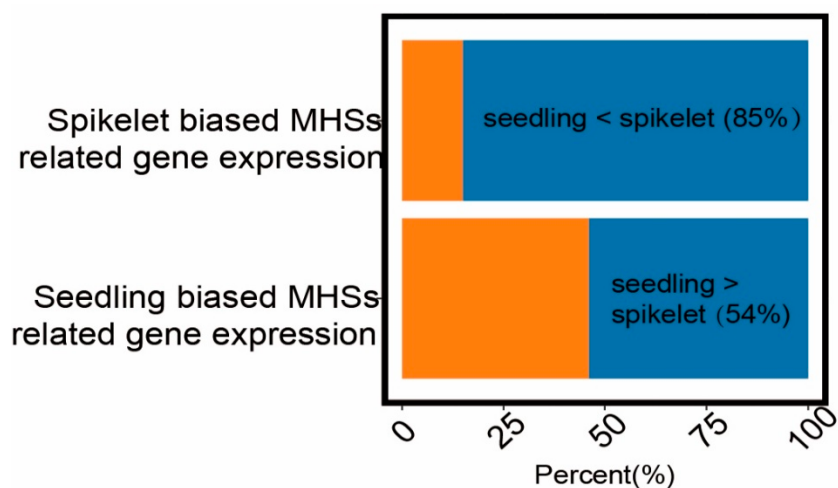

**Figure S6.** Percentage of expressed genes associated with tissue biased MHSs.

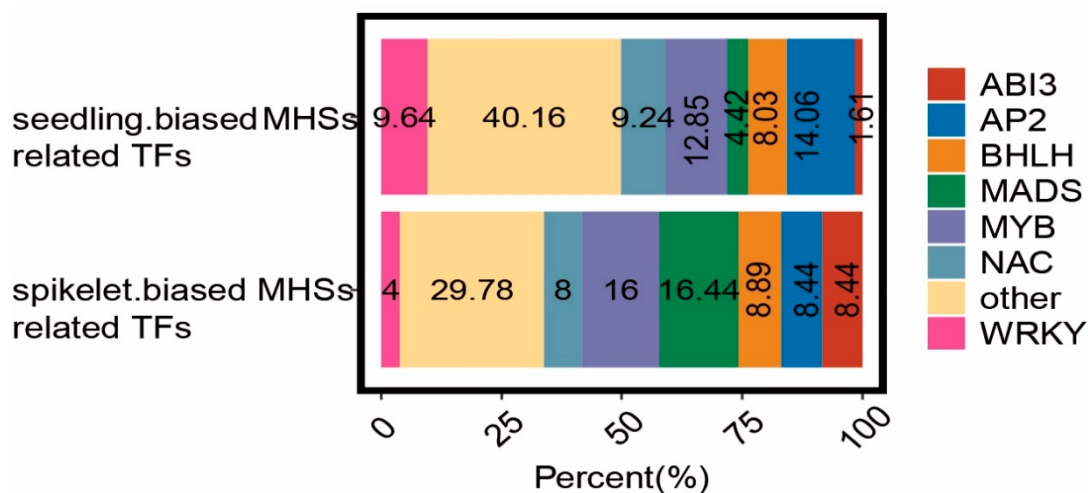

**Figure S7.** Percentage of transcription factors (TFs) (*MYB*, *MADS*, *WRKY*, *ABI3*, *AP2*, *BHLH*, *NAC* and others) associated with tissue biased MHSs.

| Seedling | Spikelet |                    |
|----------|----------|--------------------|
| 0        | 0        | TraesCS2A01G116900 |
| 0        | 0        | TraesCS2B01G136100 |
| 0        | 0.099    | TraesCS2D01G118200 |

**Figure S8.** Expression levels (TPM) of TF *WZFP* in A, B and D subgenome.

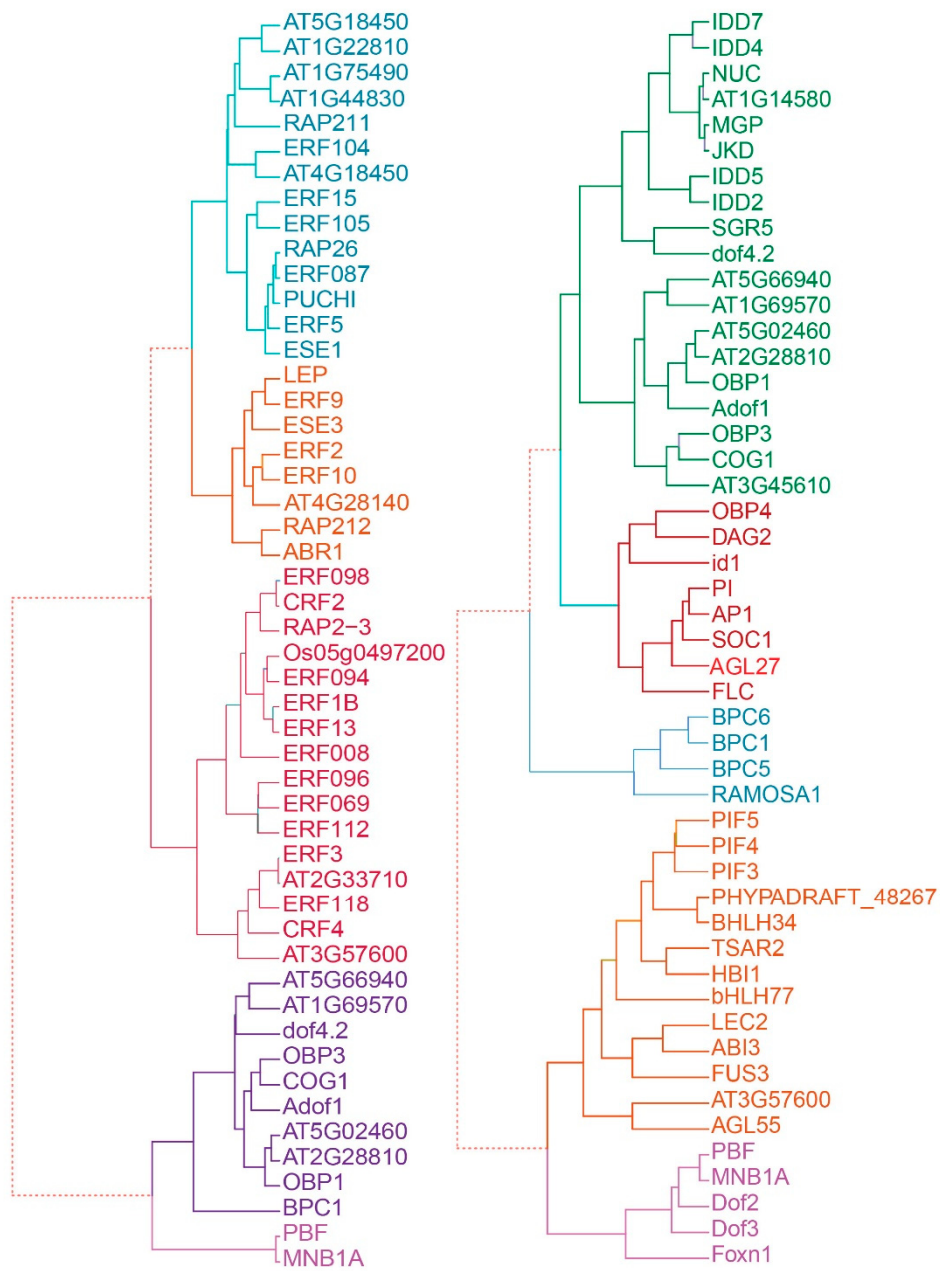

**Figure S9.** Dendrogram of seedling (left) and spikelet (right) biased TFs.

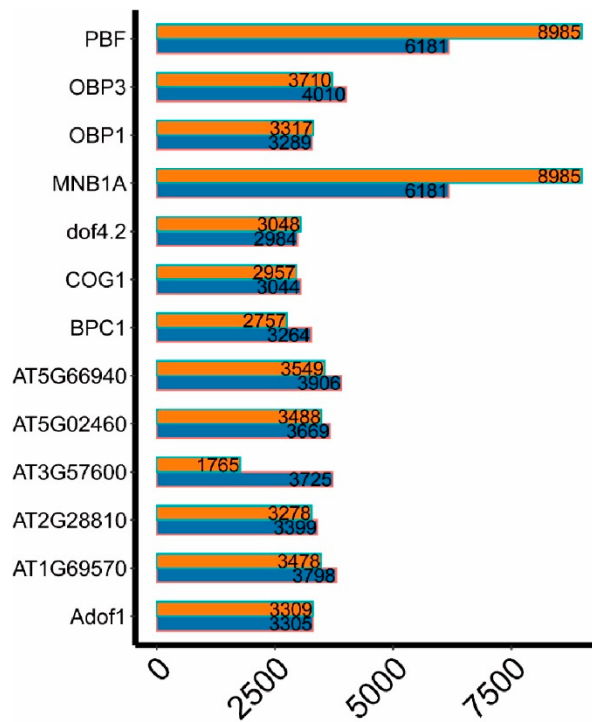

**Figure S10.** Number of transcription factor's binding sites (TFBS) shared between seedling and spikelet.

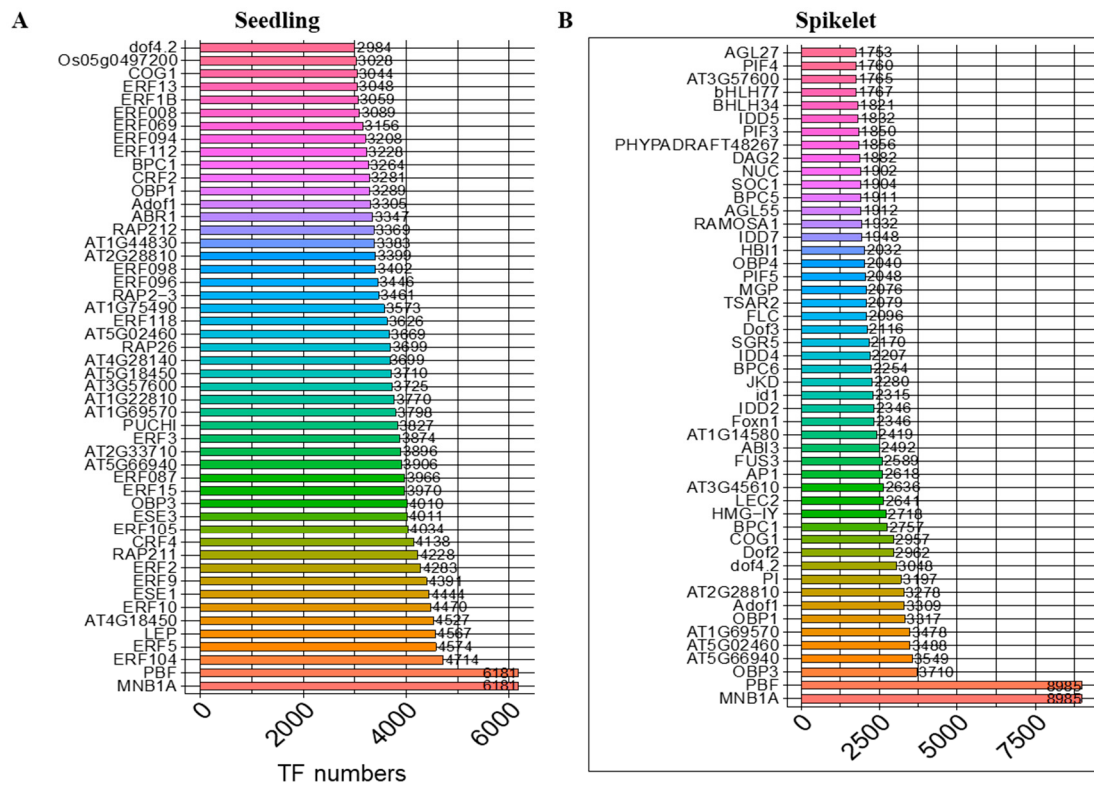

**Figure S11.** Number of the top 50 of divergent TFBS in seedling (A) and spikelet (B).

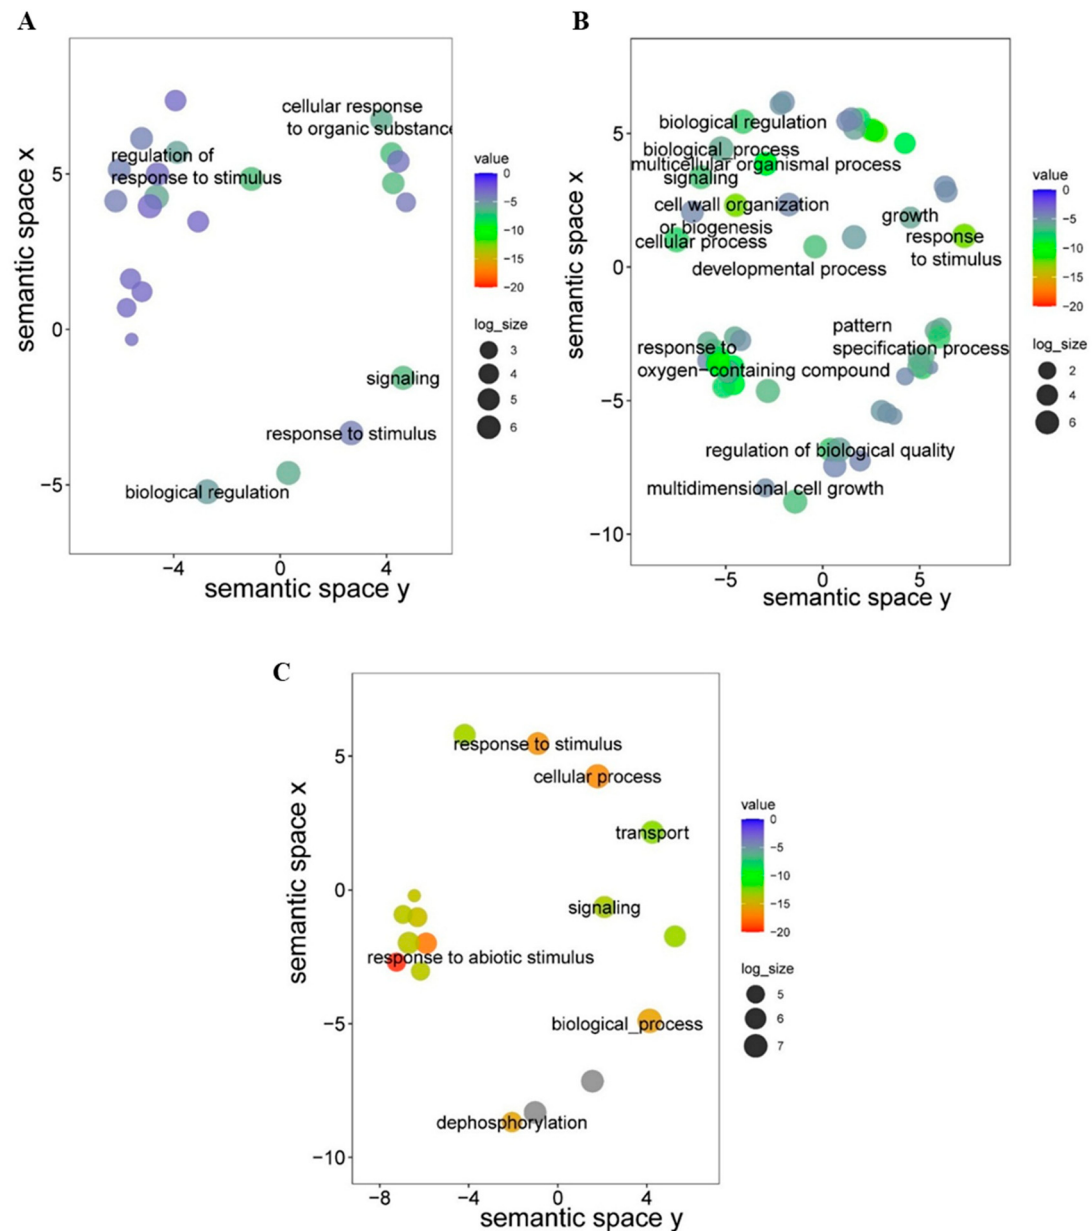

**Figure S12.** GO enrichment analyses of genes related to different types of footprints. (A) The overlapped TFs related genes between seedling and spikelet. (B) The top 50 TFs with the highest number of differences in the spikelet. (C) The genes corresponding to the top 50 TFs with the highest number of differences in the seedling

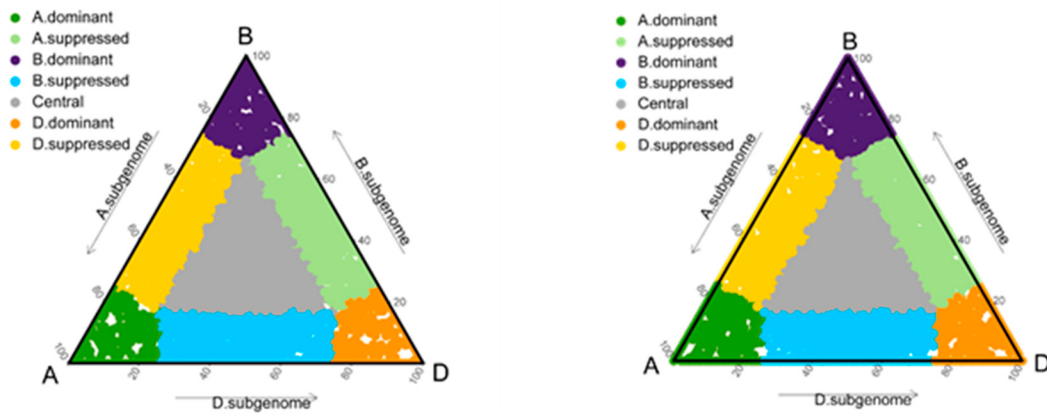

**Figure S13.** Number of TFBS in triad genes calculated by TOBIAS in seedling (A) and spikelet (B).

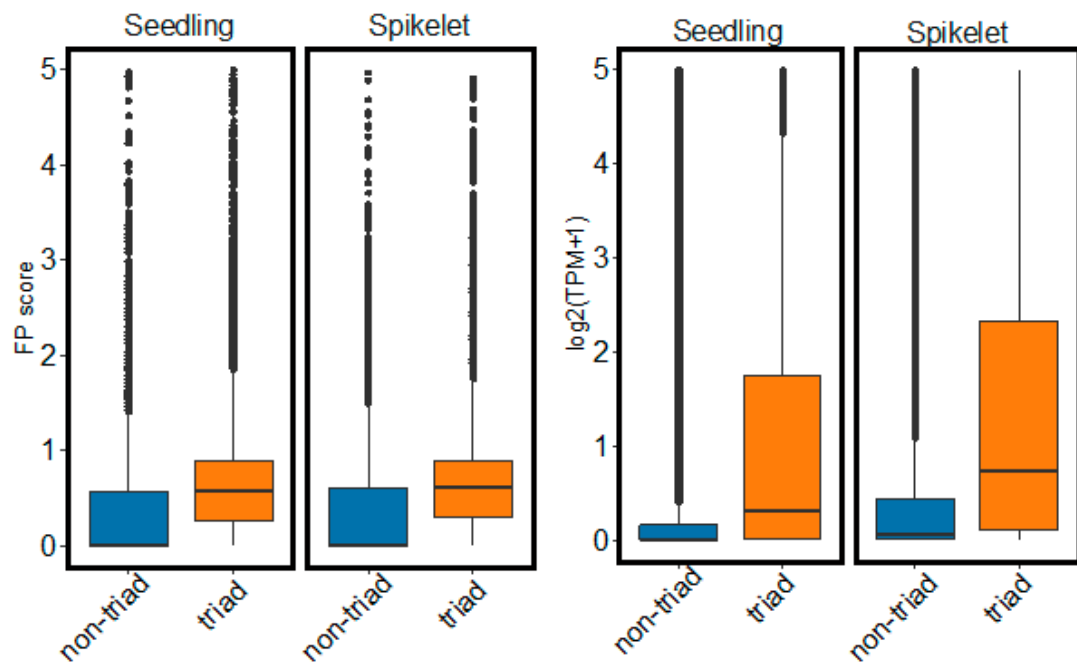

**Figure S14.** Comparison of the footprint (FP) score (A) and expression of triad and none triad genes (B) in two tissues.

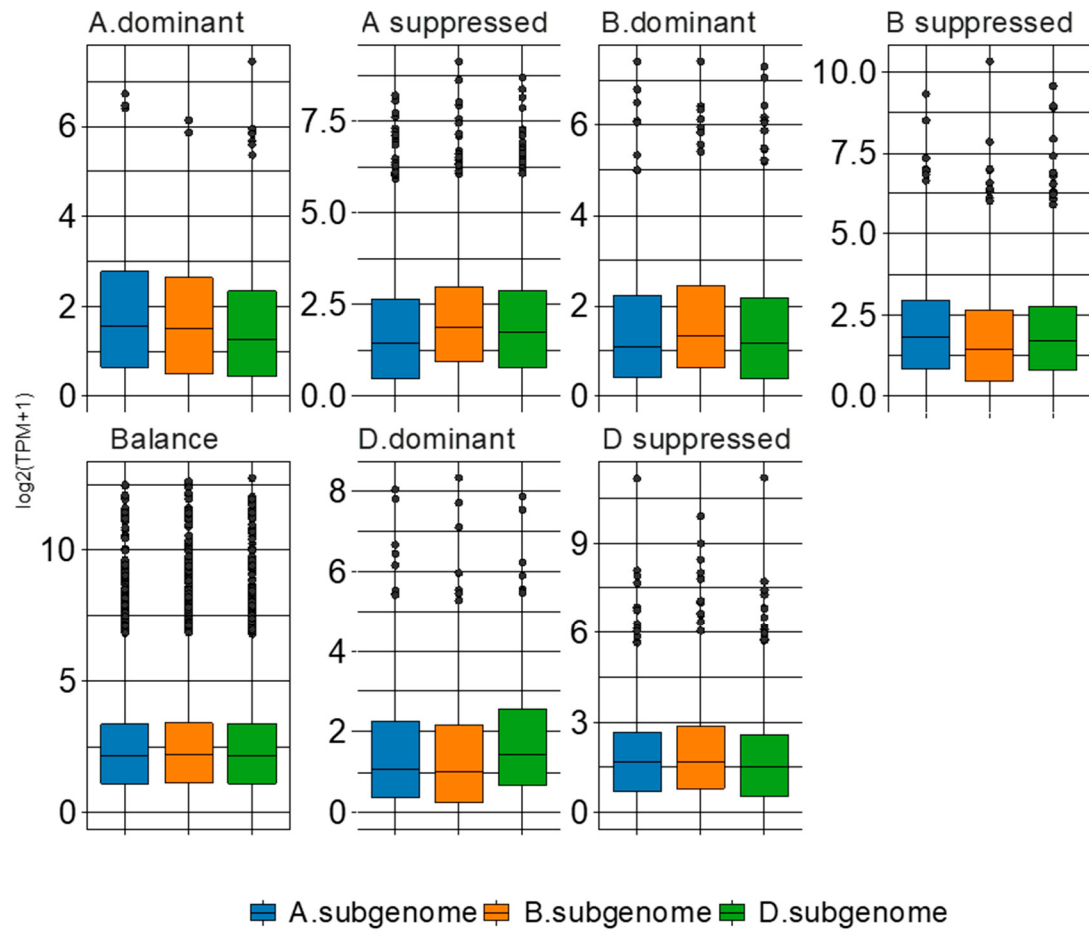

**Figure S15.** Expression levels of genes related to subgenome biased footprints in seedling.

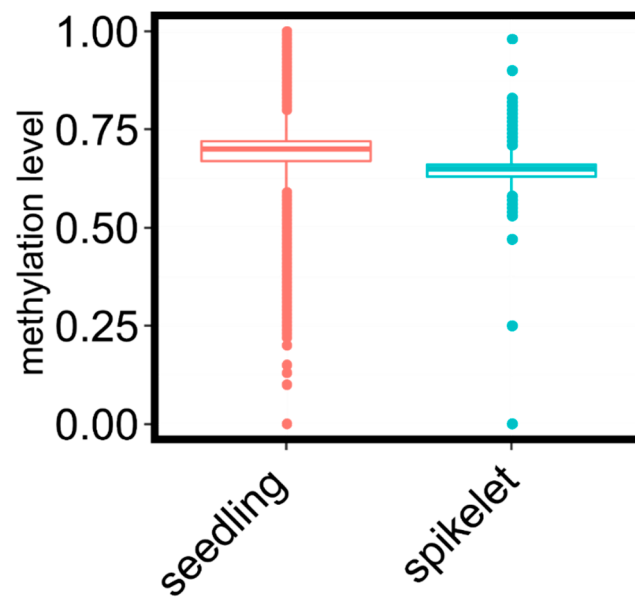

**Figure S17.** Comparison of DNA methylation levels between seedling and spikelet.

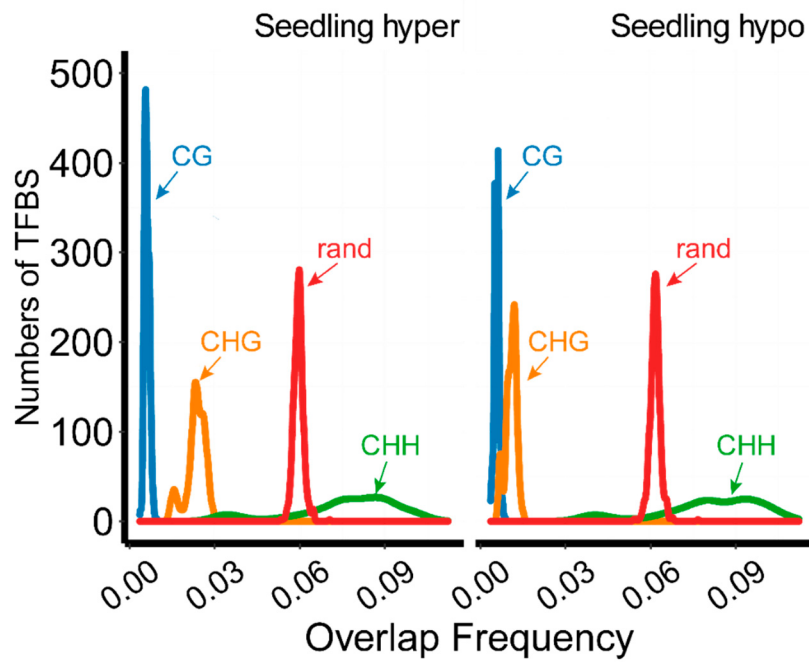

**Figure S18.** Statistics of overlapping frequency of TFBS with each type of DNA methylation region within  $\pm 50$  bp.

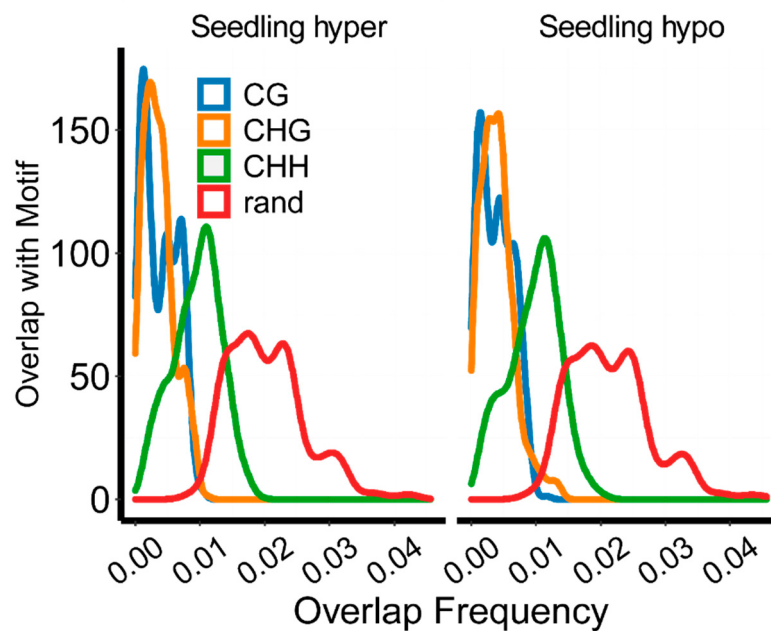

**Figure S19.** Statistics of overlapping frequency between DMSs in each cytosine context and TFBS.

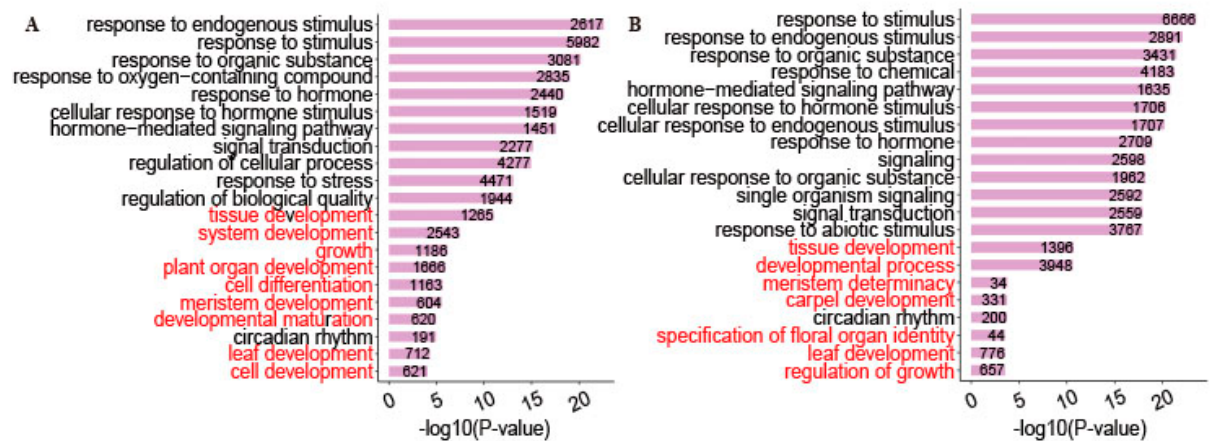

**Figure S20.** GO enrichment analyses of genes that are the closest to the differential footprint and differential DNA methylation regions (DMRs) overlapping regions. (A) seedling hyper DMR related genes. (B) seedling hypo DMR related genes.

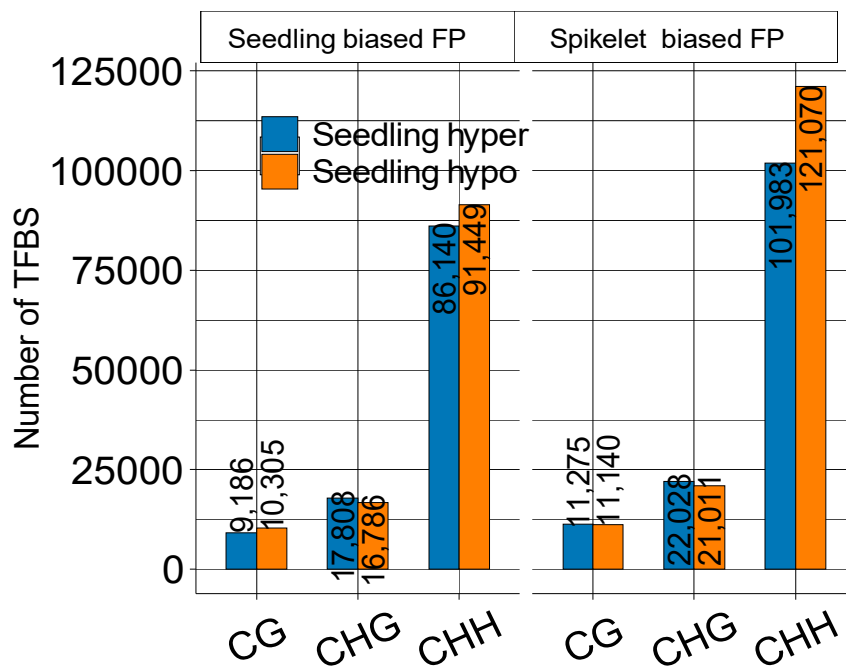

**Figure S21.** Number of overlaps between different types of DNA methylation and biased footprints.

**Table S1.** Summary of subtypes of MNase hypersensitive sites (MHSs) distributed in each chromosome

| Chromosomes  | Total MHSs in Seedling | Total MHSs in Spikelet | Seedling uniq MHSs | Spikelet uniq MHSs | Common MHSs    |
|--------------|------------------------|------------------------|--------------------|--------------------|----------------|
| chr1A        | 11,980                 | 11,527                 | 4,430              | 3,815              | 7,550          |
| chr1B        | 13,634                 | 12,833                 | 5,197              | 4,207              | 8,437          |
| chr1D        | 11,479                 | 11,371                 | 4,022              | 3,745              | 7,457          |
| chr2A        | 15,664                 | 14,912                 | 5,688              | 4,658              | 9,976          |
| chr2B        | 16,817                 | 16,218                 | 6,109              | 5,257              | 10,708         |
| chr2D        | 15,048                 | 14,893                 | 5,243              | 4,822              | 9,805          |
| chr3A        | 14,587                 | 13,836                 | 5,353              | 4,350              | 9,234          |
| chr3B        | 16,253                 | 15,233                 | 6,312              | 5,072              | 9,941          |
| chr3D        | 14,279                 | 13,900                 | 5,173              | 4,559              | 9,106          |
| chr4A        | 13,557                 | 12,616                 | 5,342              | 4,196              | 8,215          |
| chr4B        | 11,519                 | 10,832                 | 4,181              | 3,317              | 7,338          |
| chr4D        | 9,952                  | 9,735                  | 3,429              | 3,064              | 6,523          |
| chr5A        | 14,704                 | 14,097                 | 5,353              | 4,504              | 9,351          |
| chr5B        | 14,957                 | 14,331                 | 5,529              | 4,717              | 9,428          |
| chr5D        | 13,889                 | 13,489                 | 4,945              | 4,370              | 8,944          |
| chr6A        | 11,363                 | 10,846                 | 4,229              | 3,499              | 7,134          |
| chr6B        | 13,732                 | 12,928                 | 5,282              | 4,300              | 8,450          |
| chr6D        | 10,482                 | 10,129                 | 3,833              | 3,331              | 6,649          |
| chr7A        | 15,402                 | 14,653                 | 5,967              | 4,993              | 9,435          |
| chr7B        | 14,922                 | 13,917                 | 5,733              | 4,543              | 9,189          |
| chr7D        | 15,226                 | 14,823                 | 5,697              | 5,082              | 9,529          |
| <b>Total</b> | <b>289,446</b>         | <b>277,119</b>         | <b>107,047</b>     | <b>90,401</b>      | <b>182,399</b> |

**Table S2.** Statistics of differential DNA methylation regions (DMRs)

| Methylated cytosine context | Seedling hyper   | Seedling hypo     |
|-----------------------------|------------------|-------------------|
| CG                          | 22,306 (0.4)     | 239,57 (0.44)     |
| CHG                         | 128,363 (2.72)   | 278,558 (5.12)    |
| CHH                         | 4,560,629 (96.8) | 5,139,758 (94.44) |

**Table S3.** Statistics of differential DNA methylation sites (DMSs)

| <b>Methylated cytosine context</b> | <b>Seedling hyper</b> | <b>Seedling hypo</b> |
|------------------------------------|-----------------------|----------------------|
| <b>CG</b>                          | 337,273 (1.14)        | 311,068 (0.96)       |
| <b>CHG</b>                         | 1,755,719 (5.93)      | 2,941,564 (9.07)     |
| <b>CHH</b>                         | 27,490,937 (92.93)    | 29,196,897 (89.98)   |

**Table S4.** Summary of differentially expressed genes (DEGs) associated with biased footprint (FP) and DMRs

| <b>Differential DNA methylation</b> | <b>Seedling biased</b> | <b>Spikelet biased</b> |
|-------------------------------------|------------------------|------------------------|
| <b>Seedling hyper</b>               | 155/566                | 465/227                |
| <b>Seedling hypo</b>                | 152/579                | 531/236                |

How the deposited data were processed for this re-analysis (not part of the article)

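MH-seq was made from seedlings and spikelets of Chinese Spring wheat, with 2 biological replicates per tissue that the authors merged before peak calling. The authors trimmed the reads with fastp, mapped them with bowtie2 to version 1.0 of the IWGSC reference sequence, removed duplicates with Sambamba, filtered on mapping quality and called peaks with MACS2. They deposited 1 peak list per tissue. The score of each peak was deposited by the authors as the whole part of 10 times its −log10 q. The fold of each peak is the authors' ratio of the pileup at the summit plus 1 to the local background plus 1, as the peak caller estimated them. The −log10 p-value and −log10 q-value of each peak are the authors' values at the summit. The deposited lists also give the distance of the summit from the start of the peak.

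From these lists, peaks were counted per list, chromosome and subgenome. A peak was common when it overlapped a peak of the other list by at least 1 bp. The random expectation came from 100 placements of the other list's peaks within the same sequence part, with widths kept. Chromosome lengths were taken as the end of the last peak on each sequence part over both lists, which leaves out the sequence after it. Chromosome ends were the outermost 10% at either end. The local background and pileup of each peak were solved from its fold and p, assuming a read extension of 200 bp, a local window of 10 kb and the stated genome size of 14 Gb. The recovered depth of 184.8 M reads in the seedling and 182.3 M in the spikelet rests on these settings. Shares have 95% Wilson intervals, which cover counting error only. There is 1 list per tissue, so nothing was tested between tissues and no p-value was computed across peaks.

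The peaks named in the text were fixed by a rule set before the data were examined, as the 3 peaks with the largest fold in each list. The peaks and runs in the closing section outside that rule were chosen after their values were seen. The overlap, placement, position and background calculations were tested on simulated data. Overlap or its absence was called correctly for 100% of 4000 simulated peaks, and 100% of 3000 simulated backgrounds were recovered. These backgrounds were simulated with the same formula that was then solved. The check therefore does not test whether the assumed settings hold for the deposited lists. Alternatives for the q threshold, the overlap, the placement, the width of the ends and the unit of density were set before the data were examined, and a q of 0.01 or lower was added afterwards. Results that need gene annotation of the build used (genomic categories, gene density and the Q gene homoeologs) and read-level comparisons between tissues were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.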

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

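All tests in this part were chosen only after the result was seen, and the fold of 12 and the run were picked from the data.

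At the start of chromosome 1A, the spikelet list had 73 MHSs from 299 to 429594 on part 1, and the seedling list had none before 807294. The paper does not discuss this stretch, and it stood out as a signal in 1 tissue only. A chance run of unique MHSs was tested by shuffling the unique label within each sequence part. The longest run in 1000 shuffles was 17 MHSs. The shuffles treat neighbouring MHSs as independent, so they do not rule out ordinary clustering of tissue-specific sites. High background from multi-copy sequence was tested by the median local background of the run, which was 0.982 times the median of the spikelet list. A chance run of independent labels did not account for the run, and its local background was not raised. Multi-copy sequence was not ruled out by this value, because the authors removed reads of low mapping quality before peak calling. A segment missing from the seedling material, a stretch where its reads could not be placed, and a difference in chromatin between the tissues were not tested, since these need the reads of both tissues.

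Among the 1005 spikelet MHSs with a fold of 12 or more, 272 (27.1%, 95% Wilson interval 24.4 to 29.9) were unique, against 2 of 636 in the seedling. The paper does not report on these strong unique MHSs, which lay on all 21 chromosomes. A difference in depth was tested by the recovered reads, of which the spikelet list had 0.987 times as many as the seedling list. A seedling MHS that just failed to overlap lay within 500 bp of 0.368% of them, against 14.8% of all spikelet unique MHSs. Neither of these accounted for the pattern. The other comparisons leave it open. The median local background was 0.897 times that of the strong common MHSs of the spikelet, but a high fold selects a low background in both groups, so background from multi-copy sequence was not ruled out. Of the strong unique MHSs, 19.1% (14.9 to 24.2) lay in the outermost 10% at either chromosome end. This is below the 37.4% of all spikelet unique MHSs, but the interval holds the 24.0% of the strong common ones, so a location apart from that of other strong MHSs was not detectable. The strong unique MHSs were narrower than the strong common ones, with a median width 0.802 times as large. Narrow stacks of reads and short open sites would both give this, so the pattern cannot be told apart from a technical one without the reads.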

How the results depend on the processing

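No test in this part was chosen after its result was seen, apart from the setting with a q of 0.01 or lower, which was added after the data were examined. Of 54 values under alternative settings, 15 stayed within 1.5 times the main count or within the 95% interval of the main value, and 39 moved outside. The lists are long and the intervals narrow, so small shifts count as moved. They cover counting error and, for the excess over random placement, the range of the placements. Merging adjoining peaks and keeping only the 21 assigned chromosomes removed no peak and could not move the counts.

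With a q of 1e-05 or lower, the seedling count was 191420, while the spikelet count of 224632 was within 1.5 times its main value. The order of the tissues had already changed with a q of 0.001 or lower, which left 260085 seedling and 267527 spikelet MHSs. The common share (63.0% in the seedling, 67.4% in the spikelet) became 55.3% and 62.6% with an overlap of at least 50% of the peak, and 52.5% and 54.8% with a reciprocal overlap of 50%. It became 67.0% and 66.7% with a q of 0.001 or lower in both lists, 73.4% and 63.8% with a q of 1e-05 or lower in both, and 79.5% and 73.9% with that threshold only in the list counted. The majority stayed common in each of these settings, but the seedling share was the higher one in the 3 settings with a threshold of 0.001 or 1e-05. With a q of 0.01 or lower in both lists the shares were 64.1% and 67.3%, and the spikelet share was still the higher one. In each of these settings, the list with fewer MHSs counted had the higher share. An overlap counts in both lists, and the common MHSs of the main setting were close in number, with 182399 and 186718. The order of the shares thus followed the lengths of the lists. Why the lists differ in their q values was not tested.

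The excess over random placement (38.0 and 38.9 times) was 32.9 and 33.7 times with placement within 5 Mb, and 75.9 and 73.5 times with an overlap of at least 50% of the peak. The share in chromosome ends (33.6% and 33.5%) was 18.8% and 18.6% for the outermost 5%, and 56.0% and 56.6% for the outermost 20%, where even placement gives 10% and 40%. It was 32.4% and 33.2% with a q of 1e-05 or lower, and 32.6% and 32.2% in base pairs. All these stayed above even placement.

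The density of subgenome D relative to A (1.16 in the seedling, 1.19 in the spikelet) was 1.18 in the seedling with a q of 1e-05 or lower, and 1.17 and 1.21 in base pairs covered. The common share in the lowest decile of fold (39.4% and 44.3%) was 26.9% and 25.4% with a reciprocal overlap of 50%, and 31.5% and 32.6% with a q of 1e-05 or lower in the other list. In the highest decile (98.0% and 93.1%) it was 91.7% and 88.0%, and 96.7% and 90.3%. The difference of the median folds (1.07 and 1.10) was 1.20 and 1.3, and 1.17 and 1.25.

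The alternatives for the correlation with gene density, the genomic categories and the Q gene homoeologs were not run, because no annotation of the build was used here. No paired analysis was possible because each tissue had 1 list from merged replicates.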

Differences from the paper's values

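No test in this part was chosen after its result was seen, apart from the setting with a q of 0.01 or lower. The highest q of a peak was 0.0499 in the seedling list and 0.0462 in the spikelet list, against the paper's stated calling threshold of 0.01. The alternatives set before the data were examined do not bear on this value other than by removing peaks. With the peaks above 0.01 removed, a setting chosen after seeing the values, 283289 seedling and 275950 spikelet MHSs were left, against the paper's 289446 and 277119, which the full lists give.

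With all deposited MHSs and an overlap of at least 1 bp, the numbers of MHSs, the common shares and the totals of common and unique MHSs were within 1.5 times the paper's values. With a q of 1e-05 or lower, the seedling number was 191420 against the paper's 289446. With that threshold in both lists, the seedling unique MHSs were 50854 against 107047. Of these measures, only these counts left that range under the alternative settings. All 105 counts per chromosome in Supplementary Table S1 were equal to those of the deposited lists.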

Other observations

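The test of the calling threshold by fold was set before the data were examined. The test by the q of the unique MHSs and the test of the runs were chosen only after the result was seen.

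A candidate explanation for part of the unique MHSs is that they lie near the calling threshold and were called in 1 tissue only. It predicted a lower median fold of unique MHSs and a common share above 90% in the highest decile of fold. The median folds were 3.55 against 4.62 in the seedling and 3.84 against 4.94 in the spikelet, and the common share in the highest decile was 98.0% and 93.1%, both above 90%. The rise did not hold to the top of the spikelet list, where 733 of the 1005 MHSs with a fold of 12 or more (72.9%) were common. The 272 unique ones among them had a median distance of 31.8 kb to a seedling MHS, and the fold of 12 was chosen after their values were seen. They were strong in their own list, but their signal in the seedling is not known. They therefore do not decide an explanation offered for part of the unique MHSs. With a reciprocal overlap of 50% the spikelet share in that decile was 88.0%, below the predicted 90%. Many unique MHSs were far past the threshold in their own list. A q of 1e-05 or lower was held by 58730 of the 90401 spikelet unique MHSs (65.0%), and by 39156 of the 107047 in the seedling (36.6%). Most spikelet unique MHSs were thus not near the threshold in their own list. Whether they were near it in the other tissue is not decided. The lists do not hold the signal of the other tissue at these sites, which could lie just under its threshold or far from it. Differences in openness between the tissues would also give the trend with the fold, so the tests do not part the tissue from the threshold. Of the unique MHSs, 12.5% of those in the seedling and 14.8% of those in the spikelet lay within 500 bp of an MHS of the other tissue, and the median distance was 6.07 and 3.03 kb.

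The spikelet list had 14 runs of at least 20 MHSs with no seedling MHS between them, and the seedling list had none, with 19 MHSs in its longest. Counted without regard to MHSs of the other tissue that lie between them, as in the shuffles of the unique label, the longest series of neighbouring unique MHSs was 22 in the seedling, above the 19 of its 1000 shuffles, and 73 in the spikelet, above 17. Unique MHSs were thus clustered in both lists. Background from multi-copy sequence may account for some of the 14 runs. In 8 of the 14 runs, high local background was seen, with a median over 2 times that of the list. Densely packed MHSs may also raise the local background of one another, which was not tested. A high value therefore does not by itself point to multi-copy sequence. The 44 MHSs from 254380658 to 254533112 on part 1 of chromosome 1D had a median background of 4.76 times the median of the list, and the 35 from 51299985 to 51421145 on part 2 of 5D had 6.33 times. The other 6 runs had a median background from 0.982 to 1.85 times the median of the list. The highest of these was that of 27 MHSs from 381873012 to 382114125 on part 1 of 7D, close to the limit of 2 times. The lowest of the 8 runs over the limit was also close to it. It held 21 MHSs from 328985816 to 329199128 on part 1 of 5D, with 2.04 times. The explanation can therefore not be decided for the runs as a group, and a difference between the tissues was not told apart from it.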
